# Differential gene expression analysis in French bulldog high grade oligodendroglioma: breed-associated differences in tumor and tumor microenvironment gene expression

**DOI:** 10.1186/s40575-025-00141-2

**Published:** 2025-05-09

**Authors:** Susan A. Arnold, Juan E. Abrahante Llorens, Jonah Cullen, Eva Furrow, Walter C. Low, G. Elizabeth Pluhar

**Keywords:** Canine glioma, French bulldog, Immunotherapy, Transcriptomics

## Abstract

**Background:**

Several canine breeds, including boxers, Boston terriers, and French bulldogs, belong to the same phylogenetic clade and have a higher risk for high-grade oligodendroglioma (HGO) than the general canine population. Despite their shared increased risk for HGO, French bulldogs treated with immunotherapy have experienced worse survival outcomes compared to boxers and Boston terriers. We hypothesized that the French bulldog HGO transcriptome differs from those of boxers and Boston terriers, which might account for the disparity in survival. We performed RNA sequencing on formalin-fixed, paraffin-embedded tissue from French bulldogs, boxers, and Boston terriers to identify differentially expressed genes (DEGs) between French bulldogs and the other evaluated breeds.

**Results:**

There were 31 DEGs in HGO samples from French bulldogs compared to boxers and Boston terriers. Gene set enrichment analysis revealed activated enrichment of 15 cell cycle progression, oncogene, and immune pathways, including E2F targets, mTOR signaling, IL2-STAT 5 signaling, and allograft rejection.

**Conclusions:**

These data confirm the presence of breed-specific canine HGO transcriptomes that can be used to advance our understanding of canine glioma, its translational capacity for human glioma, and precision-based therapies for individual canine patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40575-025-00141-2.

## Abstract (plain language summary)

High-grade glioma is a deadly brain cancer that affects pet dogs, especially three related breeds: the French bulldog, boxer, and Boston terrier. Treatment options for pet dogs that develop this devastating brain cancer are limited, and none has yet led to widespread prolonged survival or cure. Thus, a variety of new treatment options are currently being investigated. One of the most promising treatment options is immunotherapy. Immunotherapy recruits the patient’s immune system to fight against the tumor. This treatment has shown promise in other cancers. It has also been investigated in pet dogs with high-grade glioma. However, response to immunotherapy was discovered to be very different between dog breeds. While boxers and Boston terriers respond favorably, French bulldogs responded poorly. We hypothesized that the genetic makeup of French bulldog high-grade glioma tumors differs from those of boxers and Boston terriers and might explain their poor response to immunotherapy. To investigate this hypothesis, we compared gene levels in high-grade glioma brain tumors from French bulldogs relative to those from boxers and Boston terriers. We found 31 genes with different expression levels in French bulldogs compared to in boxers and Boston terriers. These genes play key roles in processes that promote tumor growth and impact immune function. These findings support our hypothesis that French bulldog high-grade glioma is genetically distinct from the tumors of other related breeds. The results of this study increase our understanding of canine brain cancer genetics and might also guide development of more effective therapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40575-025-00141-2.

## Background

High grade oligodendroglioma (HGO) is the most common primary, intraparenchymal brain tumor in dogs, accounting for nearly 55% of all canine gliomas [1]. Treatment options are limited for pet dogs with HGO, and outcomes are poor [1–3]. Glioblastoma (GB), a type of glioma in humans, shares many similarities with canine HGO, including devastatingly short survival times [3]. Given the potential for dogs with HGO to serve as a preclinical model for human GB, research investigating the genetic features of these tumors is needed to further characterize the model and to develop novel treatment approaches.

Canine HGO tumors are genetically heterogeneous. One major source of genetic variation is breed. Breed contributes to somatic mutation patterns observed in multiple tumor types [4, 5]. Several studies have characterized the genetic profiles of HGO, but have not included breed as a consideration [6–8]. Characterization of breed-associated HGO gene expression patterns is needed to refine the canine model and also has the potential to reveal differences that correlate with treatment response and prognosis.

There are strong breed predispositions to HGO in dogs. Three breeds that most commonly develop HGO, the French bulldog, boxer, and Boston terrier, fall within a single genetic clade [2, 3, 9]. Yet, clinical behavior of HGO differs between these closely related breeds. In pet dogs with spontaneous HGO enrolled in immunotherapy-based clinical trials, we observed that HGO-bearing French bulldogs had a dramatically shorter median survival time (132 days) than other breeds within the same phylogenetic clade (221 days) [10]. This disparity highlights an opportunity to identify breed-associated differences in HGO that drive poor outcomes. The primary goal of this study was to establish breed-associated transcriptomic profiles for French bulldogs compared to boxers and Boston terriers. We hypothesized that HGO samples obtained from French bulldogs exhibit differences in gene expression relative to the two other clade members. Observed differences will serve as a foundation for exploring contributions to the disparate treatment response of HGO between dog breeds.

## Methods

### Samples and patient population

HGO tissue samples were obtained from biopsy specimens submitted to the Comparative Pathology Shared Resource (CPSR) at the University of Minnesota College of Veterinary Medicine over a 10-year period from 2005 to 2015. Samples from a total of 18 dogs diagnosed with HGO were included. The samples used in this report were obtained via surgical resection as part of enrollment in clinical trials for pet dogs with high grade gliomas. All samples were obtained prior to trial treatment. These studies were approved by the University of Minnesota Institutional Animal Care and Use Committee (IACUC; protocols 2001–37742 A, 2002–37886 A, 2111–39571 A, and 2111–39569 A), and written informed client consent was obtained. Biopsy specimens were submitted to CPSR in 10% neutral buffered formalin and were then embedded in paraffin wax. Hematoxylin and eosin (H&E) stain sections were reviewed by a board-certified veterinary pathologist to confirm a diagnosis of HGO in all cases based on criteria described in the WHO Classification of Tumors of the Central Nervous System [11].

Patient sex, age, tumor location, surgical approach, clinical trial treatment, and progression free survival (PFS) and overall survival (OS) were obtained from each patient’s medical record. Summary statistics were performed to determine the medians and ranges for PFS and OS.

### RNA purification and RNA sequencing

Formalin-fixed, paraffin-embedded (FFPE) samples were used in this study. Previous studies have demonstrated that reliable gene expression data can be extracted from canine FFPE brain tumors [12]. Two 10 μm scrolls were cut from each paraffin block. RNA extraction and RNA sequencing (RNASeq) were performed at the University of Minnesota Genomics Center (UMGC). RNA was extracted and purified from scrolls using the PureLinkTM FFPE Total RNA Isolation Kit (Invitrogen, Carlsbad, CA). After elution of RNA, DNAse I digestion was performed to yield DNA-free total RNA. Total eukaryotic RNA isolates were quantified using a fluorimetric RiboGreen assay (Life Technologies, Carlsbad, CA). Total RNA integrity was assessed using capillary electrophoresis on the Agilent BioAnalyzer 2100 (Agilent, Santa Clara, CA), generating an RNA Integrity Number (RIN). A RIN cutoff of 2 was used for samples to be acceptable. This cutoff complied with the requirement for using the Takara picoMammalian version 2 kit. This kit relies on ribodepletion rather than oligo dt primer to derive polyA tails [13]. This kit was used given that FFPE tissues are expected to be highly degraded, and the Takara picoMammalian kit is optimized for highly degraded RNA samples. Samples that passed quality control underwent library preparation using the SMARTer Stranded Total RNA-Seq Kit v2, Pico Input Mammalian (Takara Bio, Mountain View, CA); this kit removes ribosomal RNA. RNA sequencing was performed on the NovaSeq 6000 S1 flow cell, which produces 2 × 50 bp paired-end reads (Illumina, San Diego, CA) at a targeted depth of ≥ 40 million reads per sample.

RNASeq data were processed by the Minnesota Supercomputing Institute using PURR, a pipeline housed with the Collection of Hierarchical UMII/RIS Pipelines (CHURP). CHURP was developed by a group at the Minnesota Supercomputing Institute, and the analysis is provided as part of the RNASeq package run through the UMGC [13]. Briefly, *2 × 50 bp FastQ paired end reads for 29 samples (n = 61.2 Million average reads per sample) were trimmed using Trimmomatic (v 0.33) enabled with the optional*, *“headcrop − 3” option*, *“-q” option; 3 bp sliding-window trimming from 3’ end requiring minimum Q30.Quality control on raw sequence data for each sample was performed with FastQC. Read mapping was performed via Hisat2 (v2.1.0) using the dog genome (canFam6 NCBI RefSeq assembly GCF_000002285.5) as reference. Gene quantification was done via Feature Counts for raw read counts.*

### Differential gene expression, gene ontology and pathway analysis

Differential expression was tested using the DESeq2 package for R [14]. For this negative binomial model, log2 normalized counts from raw count data were used to determine the log2 fold change estimates. The Wald test for pairwise comparisons was used to measure differences in expression between groups. Dispersion estimates were examined to assess the fit of the data to the DESeq2 model. Principal component analysis (PCA) was performed using log2 transformed fragments per kilobase million (FPKM) values for the 29,993 genes with detectable and variable gene expression. Log2 fold change shrinkage using the apeglm method was used to improve estimated fold changes. Log2 fold change was obtained from the log base 2 of the ratio of median expression values between groups. Differentially expressed genes (DEGs) were identified using the Benjamini-Hochberg adjusted *p*-value for multiple test correction. DEGs were considered statistically significant if they had an adjusted *p*-value < 0.05.

DEGs were classified as either coding or non-coding. 

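Small non-coding RNAs were still present in the counts that the authors deposited. By their symbols, 1916 of the 29993 genes were small non-coding RNAs, among them spliceosomal U RNAs, small nucleolar RNAs and Y RNAs. They held 3.83% ± 0.604 (SD, n = 11) of the counts in French bulldogs and 3.45% ± 0.486 (SD, n = 7) in boxers and Boston terriers. A difference in this share between the groups was not shown by an exact permutation test (two-sided, p = 0.180). Small RNAs without a symbol could not be recognised and are not in this share.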

Since small, non-coding RNAs, such as snoRNAs and microRNAs can impact RNAseq normalization, these reads were removed [12]. For protein-coding DEGs without a gene name listed, the Ensembl database (https://www.ensembl.org, accessed March 2024) was searched for the Ensembl gene ID to identify its genomic location. This location was then inputted into the University of California Santa Cruz (UCSC) Genome Browser for the Dog10K_Boxer_Tasha/canFam6 genome (https://genome.ucsc.edu/cgi-bin/hgGateway) [15]. A gene name was assigned based on the name of the homologous genes present in the UCSC Genome Browser Non-Dog RefSeq Genes track. The complete list of significant DEGs, including both coding and non-coding DEGs, is provided in Additional file 1.

Gene set enrichment analysis (GSEA) was performed using clusterProfiler in R. The Kolmogorov-Smirnov test, a nonparametric goodness-of-fit test, was used to identify significant gene sets with a *p*-value < 0.05. For each significant gene set, set size, enrichment score (ES), normalized enrichment score (NES), false discovery rate (FDR) and nominal *p*-value were determined. To correct for gene set size and multiple hypothesis testing, the adjusted *p*-values were determined using the Benjamini-Hochberg method, as well as by determining the q-value (or false discovery rate, which had a cutoff of < 0.05 for the screening threshold. To examine the linkages of DEGs, KEGG pathways were examined in clusterProfiler in R as a network using the top 200 DEGs.

## Results

### Patient details

The French bulldog group comprised 11 dogs, and the comparison group comprised 7 dogs, including 4 boxers and 3 Boston terriers. Table 1 summarizes the ages, sexes, and tumor locations for all dogs. The mean age of the French bulldogs was 6.0 years (range: 3 to 9.5 years old), and the mean age of the comparison group was 7.4 years old (range 4-9.5 years old).

**Table 1:** Information about subjects included in the DESeq2 analysis

Dog	Age (years)	Sex	Tumor location
French bulldog 1	5	Neutered male	Left frontal lobe
French bulldog 2	4	Spayed female	Left temporal lobe
French bulldog 3	5.5	Neutered male	Right temporal lobe
French bulldog 4	7	Neutered male	Right parietal lobe
French bulldog 5	9	Neutered male	Left frontal lobe
French bulldog 6	3	Spayed female	Right parietal lobe
French bulldog 7	5	Neutered male	Left frontal lobe
French bulldog 8	4	Spayed female	Left temporal lobe
French bulldog 9	9.5	Spayed female	Left frontal lobe
French bulldog 10	0.75	Spayed female	Left temporal lobe
French bulldog 11	6	Neutered male	Left temporal lobe
Boxer 1	9	Neutered male	Right temporal lobe
Boxer 2	8	Neutered male	Right temporal lobe
Boxer 3	5	Neutered male	Left frontal lobe
Boxer 4	9.5	Spayed female	Right temporal lobe
Boston terrier 1	9.5	Neutered male	Right frontal lobe
Boston terrier 2	6.5	Spayed female	Left parietal lobe
Boston terrier 3	8	Neutered male	Right temporal lobe

### Gene expression profiling

All samples from the 18 dogs passed quality control checks during library preparation and analysis. Over 61.8 million reads were generated per sample. Following read trimming and filtering, rates of genome mapping exceeded 76%, with approximately 10.6 million reads on average matching the Dog10K_Boxer_Tasha/canFam6 transcriptome.

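The 18 RNASeq libraries from formalin-fixed, paraffin-embedded HGO tissue are each labelled as 1 dog, and the labels of French bulldogs 2 and 8 share a case number, so the 11 French bulldog libraries are not known to come from 11 dogs. The authors deposited the number of reads counted on each gene, without normalization. Counts were listed for 29993 genes by Ensembl gene ID, 16324 of them with a gene symbol, and 27192 genes had at least 1 count in any dog. The total counted on genes ranged from 8212452 to 13169880 per dog, with a mean of 10.7 M. The median total was 11.8 M in the 11 French bulldogs and 9.99 M in the 7 dogs of the comparison group. The mean totals were 10.9 M and 10.3 M, and a difference between these means was not shown (exact permutation test over 31824 splits, two-sided, p = 0.435). In all 18 dogs the same gene, which has no symbol, had the highest count, with 17.4% to 33.4% of the counts of a dog. The smallest level that the depth could show, taken as 3 counts, corresponded to 0.228 to 0.365 CPM before normalization, and this limit covers counting error only. Counts were normalized by edgeR's TMM method, and genes with too few counts for the size of the groups were left out by edgeR's filterByExpr function, which kept 16495 genes. French bulldogs were compared with boxers and Boston terriers together by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over these genes.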

Principal component analysis (PCA) showed that 55% of the variance could be attributed to group (Additional file 2). 

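Of the total variance in log2 CPM over the 16495 genes kept, 7.83% lay between French bulldogs and the comparison group. Shuffling the group labels 100000 times gave a share at least as large with a frequency of 0.155 (permutation test, one-sided). The first 3 principal components held 40.8%, 17.5% and 8.23% of the variance. French bulldog 6 alone supplied 78.1% of the sum of squares on the first component. Among the first 6 components, the one with the largest share of its own variance between groups was component 6, which held 3.69% of the total variance and had 47.6% of it between groups (exact permutation test, two-sided, p = 0.00119, and 0.00716 after Benjamini-Hochberg adjustment over the 6 components). The choice of genes moved the first component most. With the 500 genes of largest variance after the variance-stabilising transformation of DESeq2, it held 54.4% of the variance, and 8.21% of the variance lay between groups. Log2 FPKM values, which the paper used, are not used here because gene lengths were not used here.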

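On log2 CPM, the mean Euclidean distance of French bulldog 6 to the other 17 dogs was 327. The corresponding mean distances of the other dogs ranged from 132 to 188, with a median of 145 and an SD of 16.3. The ratio of the distance of French bulldog 6 to this median was 2.25, and it rose to 3.23 with 1 minus the Pearson correlation as the distance. Its total of 11.9 M counts lay within the range of the other dogs. Scores for lists of cell marker genes, each the mean z-score of the genes of a list, were computed for every dog. The score for the oligodendrocyte lineage was -3.58 in French bulldog 6 and between -0.380 and 0.595 in the other 17 dogs, and the score for macrophages and microglia was 2.63 against -1.03 to 0.721. OLIG2 had 0 counts in French bulldog 6 and at least 1137 in every other dog, and SOX10 had 2 counts against at least 1986. CD163 had 27819 counts in French bulldog 6 and at most 521 in any other dog. These 3 genes were picked from the lists after their values were seen.

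**Figure D1:**
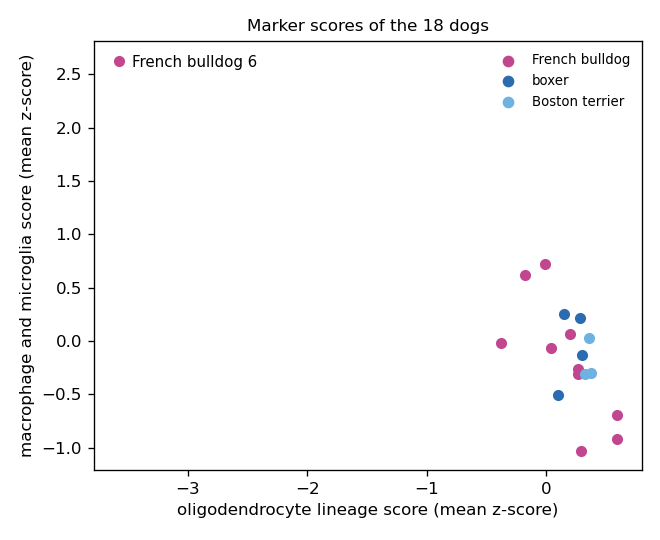
Score for macrophage and microglia genes against the score for oligodendrocyte lineage genes, each the mean z-score of log2 CPM over the genes of the list, with 1 point per dog. French bulldog 6 sits at -3.58 on the horizontal axis and 2.63 on the vertical axis, away from the other 17 dogs.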

There was one French bulldog (French bulldog 6) that did not cluster with the rest of the samples in the PCA or hierarchical heatmap (Additional file 3). Medical record review did not identify any clear biological reason why this dog or HGO sample (e.g. storage time, processing, tumor histopathology) differed from the others. Therefore, this French bulldog sample was retained in the DESeq2 analysis. 

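Leaving out French bulldog 6 changed the number of genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test to 3, and 2 of these were in Additional file 1. In a DESeq2 Wald test without this dog, which was chosen after the data were seen, 62 genes had an adjusted p-value under 0.05, of which 35 were among the 45 genes of Additional file 1.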

Dispersion estimation to check the fit of the data to the DESeq2 model showed that the majority of the data followed the curve and dispersion decreased with increasing mean (Additional file 4).

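The gene-wise dispersion from edgeR, which measures the variability of a gene between dogs beyond counting error, fell with the mean. Across the 16495 genes kept, its Spearman correlation with the mean log2 CPM was -0.37, for which no p-value is given because genes are not independent replicates. When the genes were ordered by mean expression and parted into 4 groups of equal size, the median dispersion was 0.392 in the group of lowest expression, then 0.196 and 0.107, and 0.103 in the group of highest expression. With the gene-wise dispersion of DESeq2 over 27172 genes, the correlation was -0.20.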

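The edgeR quasi-likelihood test covered 16495 genes and gave 1 gene with an adjusted p-value under 0.05, FGF4, and 1744 genes with an unadjusted p-value under 0.05, which is 10.6% of the genes tested. The test moved this count most. The DESeq2 Wald test on the same counts gave 58 genes with an adjusted p-value under 0.05, of which 35 were higher and 23 lower in French bulldogs, and these included all 45 genes of Additional file 1. Of those 45 genes, 38 passed the filter for the edgeR test, 20 of them higher and 18 lower in French bulldogs. Their unadjusted p-values in edgeR were under 0.05 for 37 genes, and 37 had an adjusted p-value under 0.05 when the adjustment covered the list alone, a list that comes from these same counts. Their adjusted p-values over all genes tested ran from 0.0305 for FGF4 and 0.0659 for the next gene to 0.544. On counts simulated for 11 dogs against 7, the edgeR test recovered 9.23% of the genes changed 2-fold that passed its filter and 89.7% of those changed 4-fold. Each simulated gene varied only at the dispersion of the trend for its mean expression, and no dog was an outlier. These shares therefore do not say how many such genes the test would find in the real counts. The library numbers of the comparison group fall into 2 series, with 4 dogs in one and 3 in the other. No series is known to hold libraries of both groups, so an effect of library series cannot be separated from breed. Each series alone gave 0 genes with an adjusted p-value under 0.05, with 849 and 767 genes at an unadjusted p-value under 0.05.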

Differential gene expression analysis with DESeq2 revealed that 45 of the 29,993 annotated genes were differentially expressed in French bulldog HGO tumor tissue compared to the HGO tumor tissue of boxers and Boston terriers (Additional file 1). Of these, 31 were coding DEGs. 

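Of the 14 genes of Table 2A, 11 passed the filter of the edgeR quasi-likelihood test and all 11 were higher in French bulldogs. Apart from FGF4, their log2 fold changes ranged from 0.51 for MAPK6 to 4.81 for SCN11A, with a median of 0.75. Of the 17 genes of Table 2B, 16 passed the filter and 15 were lower in French bulldogs, down to -4.10 for LOXL4. The exception, ANGPTL7 (ENSCAFG00000016691), had a log2 fold change of 2.93 (standard error 1.71, adjusted p = 0.544 from edgeR). French bulldog 11 held 98.5% of the normalized CPM of ANGPTL7 summed over French bulldogs, and 10 of the 11 French bulldogs had fewer normalized counts than every dog of the comparison group. In DESeq2, which replaces extreme counts by default, its log2 fold change was -1.55, and with apeglm shrinkage it was 2.89.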

Fourteen coding DEGs were significantly overexpressed in French bulldogs, and 17 coding DEGs were significantly under expressed in French bulldogs relative to the comparison group (Fig. 1, Tables 2A and 2B).

**Fig. 1:**
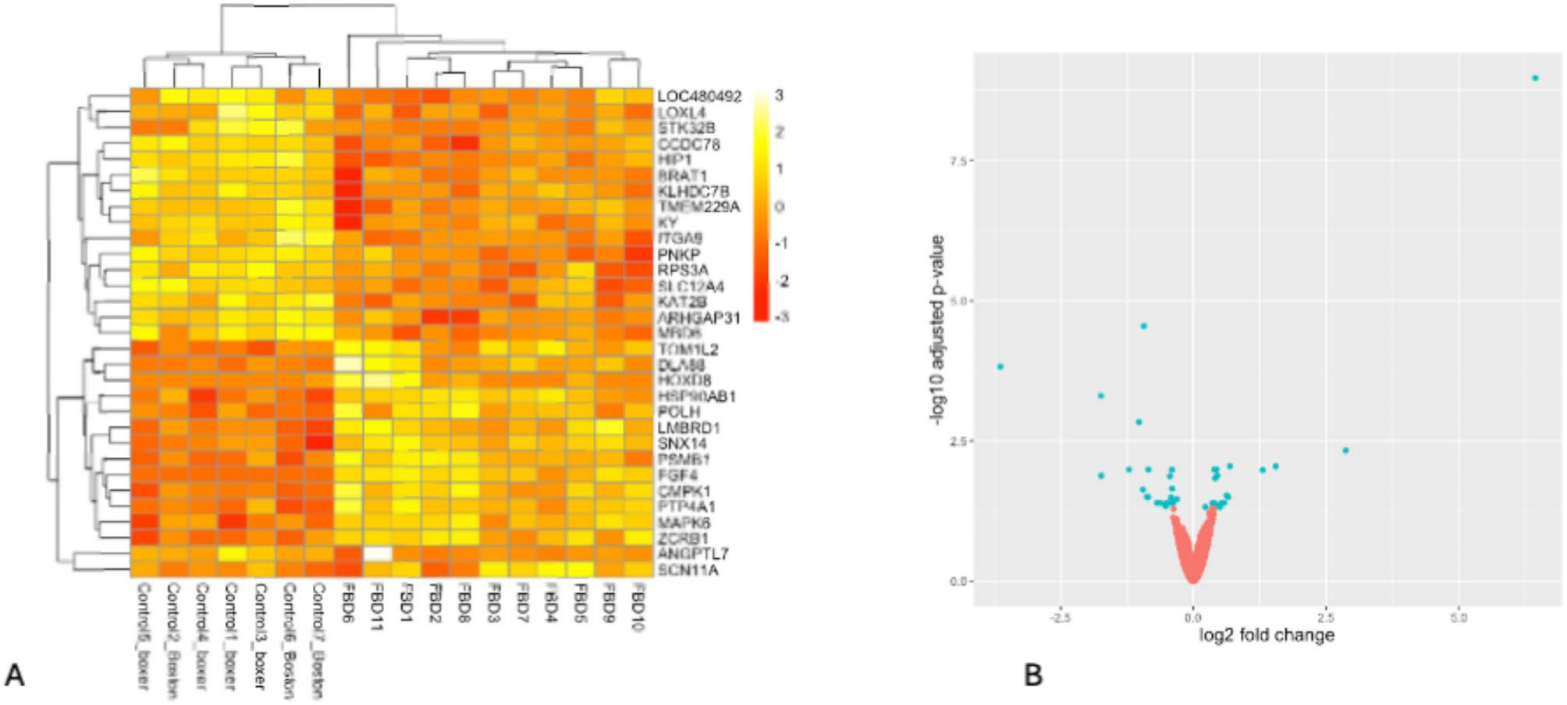
Expression outputs of differential gene expression in French bulldogs versus boxers and Boston terriers. (**A**) heatmap showing the 31 log-transformed genes that were significantly differentially expressed in French bulldogs compared to boxers and Boston terriers. (**B**) volcano plot showing the spread of DEGs. Significant DEGs are identified as blue dots

**Table 2A:** Overexpressed, protein-coding DEGs in French bulldogs compared to boxers and Boston terriers

Gene	baseMean	Log2 Fold Change	lfcSE	*p*-value	*p*-adj
FGF4	14.10	6.44	0.90	5.29E -14	1.07E -09
DLA88	26.40	2.87	1.56	1.39E -06	4.70E -03
HSP90AB1	49.57	0.69	0.42	3.22E -06	9.01E -03
TOM1L2	10.04	0.54	0.59	7.53E -05	4.10E -02
SCN11A	1568.37	0.50	1.20	9.60E -05	4.63E -02
PTP4A1	405.93	0.45	0.18	1.06E -05	1.32E -02
CMPK1	528.43	0.44	0.14	6.41E -06	1.03 E -02
ZCRB1	488.90	0.41	0.13	1.30E -05	1.47E -02
POLH	83.34	0.40	0.24	8.48E -05	4.29E -02
SNX14	740.43	0.40	0.10	4.66E -06	1.03E -02
PSMB1	288.34	0.39	0.15	7.79E -05	4.10E -02
LMBRD1	317.48	0.38	0.14	7.89E -05	4.10E -02
MAPK6	821.43	0.36	0.11	6.38E -05	4.10E -02
HOXD8	38.77	0.23	1.00	1.04E -04	4.81E -02

Summary of the 14 protein-coding DEGs that were overexpressed in French bulldog HGO compared to boxer and Boston terrier HGO. lfcSE = log fold change standard error

**Table 2B:** Underexpressed, protein-coding DEGs in French bulldogs compared to boxers and Boston terriers

Gene	baseMean	Log2 Fold Change	lfcSE	*p*-value	*p*-adj
PNKP	190.80	-0.31	0.08	4.47E -05	3.50E -02
BRAT1	324.00	-0.38	0.12	5.81E -05	4.10E -02
SLC12A4	800.03	-0.40	0.12	2.12E -05	2.26E -02
MBD6	438.46	-0.40	0.11	5.98E -06	1.03E -02
ARHGAP31	2832.03	-0.42	0.20	4.01E -05	3.25E -02
KLHDC7B	52.70	-0.43	0.32	7.82E -05	4.10E -02
KAT2B	3042.61	-0.44	0.16	1.13E -05	1.35E -02
ANGPTL7	19.98	-0.49	0.47	7.09E -05	4.10E -02
RPS3A	133.27	-0.50	0.50	7.14E -05	4.10E -02
TMEM229A	49.29	-0.52	0.65	9.89E -05	4.66E -02
LOC480492	93.60	-0.68	1.02	6.00E -05	4.05E -02
CCDC78	121.07	-0.84	0.58	5.79E -06	1.03E -02
HIP1	3625.95	-0.93	0.30	2.80E-09	2.84E -05
KY	52.16	-1.21	0.85	6.60E -06	1.03E -02
STK32B	16.43	-1.73	2.02	1.03E -05	1.32E -02
ITGA9	1691.35	-1.74	0.48	9.83E -08	4.98E -04
LOXL4	162.56	-3.64	0.85	2.23E -08	1.51E -04

Summary of the 17 protein-coding DEGs that were underexpressed in French bulldog HGO compared to boxer and Boston terrier HGO. lfcSE = log fold change standard error

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) revealed 15 significantly enriched gene pathways (Fig. 2A; Table 3). These pathways can be categorized into proteins involved in cell cycle progression (E2F targets, G2-M checkpoint, mitotic spindle), oncogenes (KRAS signaling, mTOR signaling pathway, Myc targets) and proteins involved in immune regulation (IL2-STAT5 signaling, TNFa signaling via NF-kB, interferon gamma response, interferon alpha response, allograft rejection, inflammatory response, complement). 

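The hallmark gene sets of the paper are not used here. Instead, 18 gene lists were scored in every dog, covering cell cycle phases, signaling pathways, immune responses and cell types, and were fixed before the counts were seen. The difference in mean score between French bulldogs and the comparison group was tested by an exact permutation test over the 31824 splits of the dogs into 11 and 7. No list had an adjusted p-value under 0.05 over the 18 lists, and no list had an unadjusted p-value under 0.05, the smallest being 0.133. A preranked enrichment test (fgsea), which permutes genes and not dogs, gave an adjusted p-value under 0.05 for 8 of the 18 lists. With French bulldog 6 left out of the ranking, a setting chosen after the data were seen, 3 lists had an adjusted p-value under 0.05.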

The gene concept network plot revealed clusters of genes associated with the PI3K-Akt signaling pathway, the cell cycle pathway, ECM-receptor interaction, and platelet activation, for example (Fig. 2B).

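All 30 genes drawn in Fig. 2B were listed, and 24 of them passed the filter of the edgeR quasi-likelihood test, 12 higher and 12 lower in French bulldogs. An unadjusted p-value under 0.05 was found for 21 of the 24 genes and an adjusted p-value under 0.05 for 1, FGF4. The next adjusted p-value was 0.116. The DESeq2 Wald test gave an adjusted p-value under 0.05 for 2 of the 30 genes. CDK6 had 43.1 ± 28.3 normalized CPM (SD, n = 11) in French bulldogs and 16.2 ± 4.82 (SD, n = 7) in the comparison group, a log2 fold change of 1.41 (standard error 0.40, adjusted p = 0.433 from edgeR). For 3 of the 30 genes, a single French bulldog held at least 90% of the normalized CPM summed over French bulldogs. IGF2 was one of these, with 102043 counts in French bulldog 1 and 99.7% of that sum. CCND1 had 59.9% of its sum in the same dog.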

**Fig. 2:**
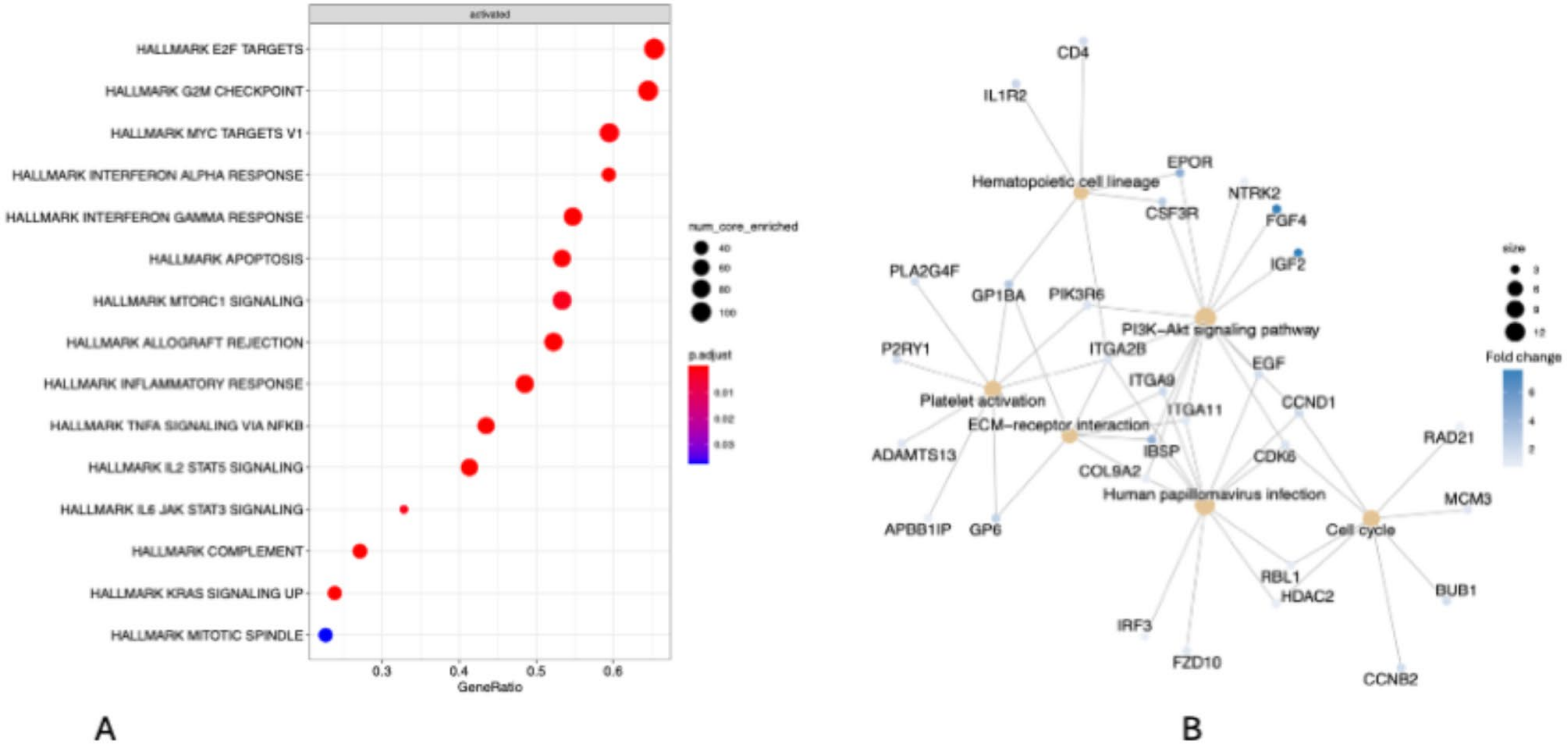
Enriched pathways in French bulldogs compared to boxers and Boston terriers. (**2A**) Dot plot of gene set enrichment analysis, created using clusterProfiler in R. (**2B**) Gene-concept plot depicting linkages of genes and biological concepts using KEGG pathways of the top 200 DEGs, created using clusterProfiler in R

**Table 3:** Enriched pathways in French bulldogs compared to boxers and Boston terriers

Pathway	setSize	ES	NES	pvalue	*p*.adjust	qvalue	rank
Allograft rejection	157	0.74	2.44	1.00E-10	1.25E-09	8.68E-10	1479
Interferon gamma response	148	0.70	2.30	1.00E-10	1.25E-09	8.68E-10	2283
Inflammatory response	167	0.64	2.11	1.00E-10	1.25E-09	8.68E-10	2304
E2F targets	176	0.62	2.05	1.00E-10	1.25E-09	8.68E-10	3638
TNF alpha signaling via NFkB	161	0.61	2.02	8.21E-10	8.21E-09	5.71E-09	2396
G2M checkpoint	172	0.57	1.88	2.15E-07	1.79E-06	1.24E-06	4002
Interferon alpha response	69	0.67	2.00	1.65E-06	1.18E-05	8.19E-06	2796
IL2-STAT5 signaling	167	0.55	1.83	2.34E-06	1.46E-05	1.02E-05	2606
KRAS signaling	172	0.54	1.80	3.07E-06	1.70E-05	1.18E-05	1159
Complement	166	0.54	1.80	3.74E-06	1.87E-05	1.30E-05	1456
Apoptosis	135	0.54	1.74	6.88E-05	3.13E-04	2.17E-04	3626
Myc targets	158	0.50	1.66	1.21E-04	5.05E-04	3.51E-04	4466
IL-6/JAK/STAT3 signaling	64	0.60	1.80	4.31E-04	1.66E-03	1.15E-03	1051
MTORC1 signaling	165	0.49	1.61	5.75E-04	2.05E-03	1.43E-03	3819
Mitotic spindle	181	0.43	1.42	1.13E-02	3.75E-02	2.61E-02	2138

Summary of the 15 enriched pathways in French bulldog HGO compared to boxer and Boston terrier HGO. ES = enrichment score; NES = normalized enrichment score

## Discussion

In this study, we describe the differential gene expression pattern of French bulldog HGO tumor tissue compared to HGO tumor tissue of two related breeds, boxers and Boston terriers, with different tumor behavior. We identified 45 DEGs in HGO transcriptomes that might inform the biological drivers involved in response to immunotherapy. Pet dogs with HGO are an excellent model for human GB, with important similarities life histories, tumor gene expression profiles, tumor-immune interactions, paucity of effective therapies, and amenability to multimodal novel therapeutic investigations [3, 6–8]. Optimization of the model includes establishing breed-associated tumor transcriptomic differences, which may reveal differences in model robustness by breed. This study adds to the emerging characterization of the canine HGO model and our knowledge of how breed impacts differential gene expression and tumor behavior.

Of 14 protein-coding DEGs that were significantly overexpressed in French bulldogs compared to boxers and Boston terriers, some have demonstrated roles in glioma, while others have yet to be evaluated. 

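FGF4 (ENSCAFG00000029983) had between 2 and 65 counts in each of the 11 French bulldogs and 0 counts in all 7 dogs of the comparison group, that is in the 4 boxers and in the 3 Boston terriers. Its level was 2.21 ± 1.40 normalized CPM (SD, n = 11) in French bulldogs. Because the comparison group had no counts, only a lower bound can be given, and FGF4 was at least 7.86-fold higher in French bulldogs than the level of 3 counts, which was 0.281 CPM on average in the comparison group. Its adjusted p-value was 0.0305 in edgeR's quasi-likelihood test and 1.1e-09 in the DESeq2 Wald test. When each dog was left out in turn, the adjusted p-value in edgeR ranged from 0.00460 to 0.0881 and was under 0.05 in 6 of the 18 fits. With French bulldogs 2 and 8, whose labels share a case number, summed as 1 dog, it was 0.0770. Reads from the FGF4 gene and from a retrogene copy cannot be told apart in counts per gene.

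**Figure D2:**
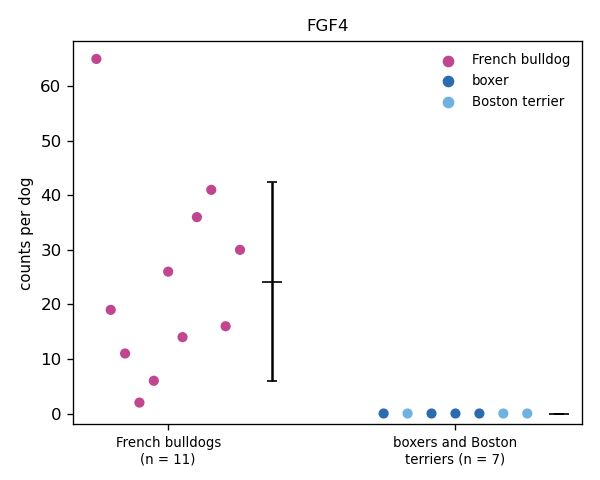
FGF4 counts per dog without normalization, with 1 point per dog and the mean and SD of each group beside the points. The French bulldogs lie between 2 and 65 counts and all 7 boxers and Boston terriers at 0.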

The most overexpressed DEG in French bulldogs was fibroblast growth factor 4 (FGF4), with a log2 fold change of 6.43 (fold change 86.22). Overexpression of the receptor, FGFR4, has been observed in human glioma tissue compared to normal brain tissue, and overexpression is associated with poor prognosis and faster tumor recurrence. French bulldogs carry one of the two canine FGF4 retrogenes with an extremely high allele frequency of > 90% [16]. Contrastingly, neither retrogene is observed in Boston terriers and has not been evaluated in boxers [16]. Several other dog breeds that do not have a breed-associated risk for HGO have high allele frequency for the same FGF4 retrogene, including beagles, dachshunds, and most spaniel breeds [16, 17]. Thus, overexpression of FGF4 observed in our French bulldog population might merely be a breed-associated variant rather than a feature of their HGO, or it might be possible that this difference in genetic background contributes to more aggressive tumor behavior in dogs that develop HGO.

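The values that the paper gives for DLA88 match a gene listed without a symbol, ENSCAFG00000051129. It had 3 to 250 counts in French bulldogs and 1 to 5 counts in the comparison group, or 3.86 ± 7.56 (SD, n = 11) and 0.238 ± 0.114 (SD, n = 7) normalized CPM. French bulldog 6 held 61.4% of the normalized CPM summed over French bulldogs. The gene fell below the filter on low counts, and without that filter its log2 fold change was 4.04 (standard error 0.99, adjusted p = 0.420 from edgeR's quasi-likelihood test). The gene listed under the symbol DLA88, ENSCAFG00000000487, had a log2 fold change of 1.39 (standard error 0.69, adjusted p = 0.489). The values given for HSP90AB1 match ENSCAFG00000041961, which has no symbol, with 6.20 ± 1.87 normalized CPM in French bulldogs and 2.61 ± 1.22 in the comparison group and a log2 fold change of 1.25 (standard error 0.30, adjusted p = 0.433). Those given for PTP4A1 match ENSCAFG00000002490, with 47.4 ± 12.8 and 25.9 ± 7.47 normalized CPM and a log2 fold change of 0.87 (standard error 0.19, adjusted p = 0.385). All 3 genes had an adjusted p-value under 0.05 in the DESeq2 Wald test, 0.00496 for DLA88, 0.00868 for HSP90AB1 and 0.0137 for PTP4A1.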

Other notable overexpressed DEGs included dog leukocyte antigen 88 (DLA88), HSP90AB1, and PTP4A1. DLA88, a major histocompatibility complex (MHC) class I molecule, presents antigens to cytotoxic CD8 positive T cells [18, 19]. Glioma cells can upregulate MHC class I molecules to evade natural killer (NK) cell detection [20, 21]. Given the inflammatory tumor microenvironment, an increased number of infiltrating immune cells, including macrophages, as well as fibroblasts and endothelial cells could also contribute to the observed overexpression of DLA88 in French bulldogs [22]. Human leukocyte antigen (HLA) molecules, analogous to canine DLAs, display a high degree of polymorphism. An individual cancer patient’s HLA profile not only impacts the person’s cancer risk, but also the tumor responsiveness to therapy [23, 24]. Some HLA polymorphisms are associated with favorable responses to immunotherapy, while others are associated with unfavorable responses to immunotherapy [23]. For example, HLA-A*03, observed in 2–16% of the United States population, is associated with reduced overall survival in patients treated with immune checkpoint inhibition [25]. Like human MHC molecules, DLA88 is a highly polymorphic gene, with 139 alleles having been identified and reported to date across breeds [18, 26, 27]. Although the DLA88 profile has not been specifically characterized in French bulldogs or Boston terriers, it has been characterized in boxers [28]. Boxers have been shown to have a single, dominant allele (DLA-88*03401), hypothesized to be the result of severe genetic bottlenecking in the formation of the boxer breed [28]. Further characterization of the DLA88 allelic profile of French bulldogs and Boston terriers and comparison between the three breeds studied herein could further reveal key differences that refine breed-specific canine models of glioma. Additionally, allelic differences in DLA88 in French bulldogs may contribute to the poor response to immunotherapy observed in the present patient population.

HSP90AB1 belongs to the family of heat shock proteins (HSPs), which are involved in antigen presentation, hormonal receptor assembly, protein folding, and cell trafficking in response to cellular stress [29]. An integrated omics analysis predicted HSP90AB1 as a key HSP in glioma [30]. It has also been observed to have a negative association with prognosis and promotes tumor proliferation, migration, and glycolysis [31]. PTP4A1 belongs to a family of liver cell regeneration phosphatase factor proteins and plays an important role in tumor development [32]. PTP4A1 is overexpressed in human glioma, and inhibition of PTP4A1 through microRNA (miRNA) 339-5p abrogates angiogenic mimicry, migration and invasion in a glioma cell line [33]. Elucidating the cellular drivers of overexpression of these DEGs in French bulldogs is an important next step.

There were several DEGs that were overexpressed in the French bulldogs that are not specifically implicated in glioma but belong to important gene families with known roles in glioma, including SCN11A, MAPK6, HOXD8, and PSMB1. 

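SCN11A (ENSCAFG00000029139) had 245 ± 367 normalized CPM (SD, n = 11) in French bulldogs and 8.70 ± 13.2 (SD, n = 7) in the comparison group, so that the spread between French bulldogs exceeded their mean. Its counts ran from 0 to 9089 in French bulldogs and from 3 to 404 in the comparison group, and its log2 fold change was 4.81 (standard error 1.59, adjusted p = 0.433 from edgeR's quasi-likelihood test). MAPK6 (ENSCAFG00000015640) had 89.7 ± 11.5 and 62.8 ± 13.1 normalized CPM, a log2 fold change of 0.51 (standard error 0.14, adjusted p = 0.433), and 10 of the 11 French bulldogs lay above every dog of the comparison group. PSMB1 (ENSCAFG00000004116) had 33.1 ± 9.26 and 19.5 ± 4.60 normalized CPM and a log2 fold change of 0.76 (standard error 0.20, adjusted p = 0.433). HOXD8 (ENSCAFG00000013450) fell below the filter on low counts. At most 1 HOXD8 count was found in any dog of the comparison group and at most 3 in 8 of the 11 French bulldogs, while French bulldog 11 had 423 counts and 63.9% of the normalized CPM summed over French bulldogs. In the DESeq2 Wald test the adjusted p-value was 0.0413 for SCN11A, MAPK6 and PSMB1 and 0.0415 for HOXD8.

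**Figure D3:**
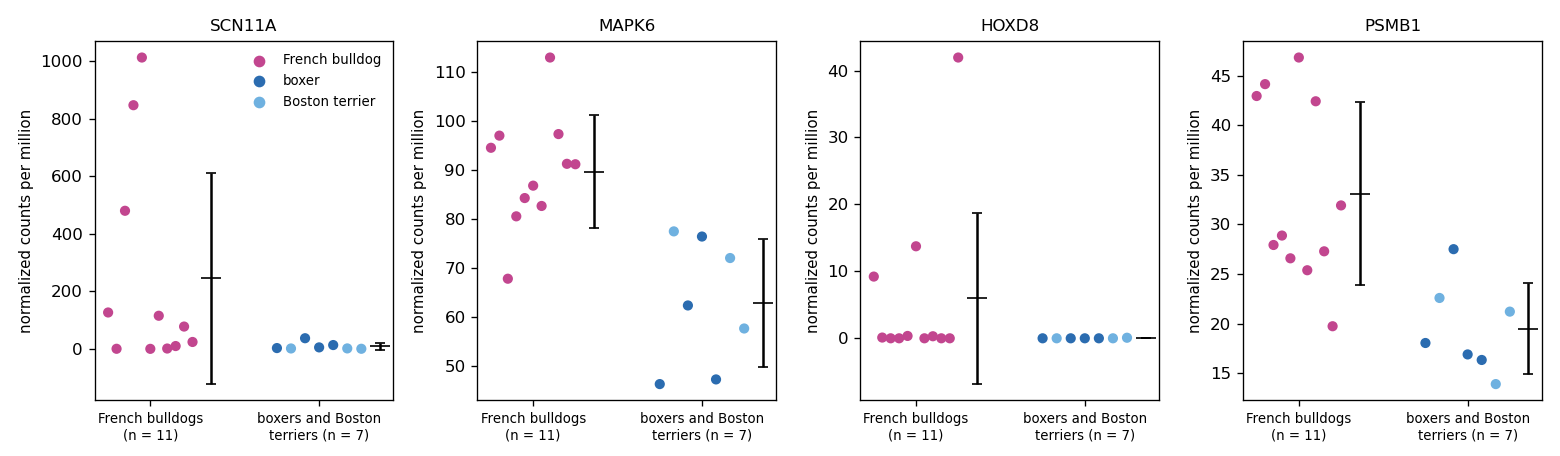
Normalized CPM of SCN11A, MAPK6, HOXD8 and PSMB1, with 1 point per dog and the mean and SD of each group beside the points. The SCN11A and HOXD8 values of a few French bulldogs lie far above the rest, while MAPK6 is higher in 10 of the 11 French bulldogs than in every comparison dog.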

Voltage-gated sodium channels, such as SCN11A, are gaining interest as therapeutic targets in human HGG [34–36]. MAPK6 is a member of the mitogen-activated protein kinase (MAPK) signaling pathway. Nearly 50% of MAPK signaling pathway genes are overexpressed in human glioma [37]. While MAPK6 has not been directly implicated in glioma, it promotes tumor growth in several other tumor types, including lung adenocarcinoma, mesothelioma, uveal melanoma, and breast cancer [38]. HOXD8 belongs to the family of genes that encode homeodomain-containing transcription factors that function during embryogenesis to establish cell and tissue identity [39]. In people, HOX A9, A10, C4, and D9 display significant deregulation in GBM tissue. PSMB1 is a member of the proteasome beta family of genes, which encode the beta subunits of the 20 S proteasome. In human glioma tissue, expression of another member of this family, PSMB2, is higher compared to normal brain and correlates with poor prognosis and high tumor grade [40]. Since MAPK6, HOXD8, and PSMB1 all belong to gene families with important roles in glioma, they remain considered targets for future evaluation as canine-specific drivers of HGO.

Of the 17 DEGs that were under expressed in French bulldogs compared to boxers and Boston terriers, some might be protective genes that contribute to the better prognosis in these breeds. 

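HIP1 (ENSCAFG00000013367) had the smallest edgeR p-value among the genes of Table 2B. Its level was 239 ± 65.1 normalized CPM (SD, n = 11) in French bulldogs and 531 ± 138 (SD, n = 7) in the comparison group, with every French bulldog below every comparison dog, and its log2 fold change was -1.15 (standard error 0.19, adjusted p = 0.0659 from edgeR's quasi-likelihood test). Its adjusted p-value passed under 0.05 with upper quartile normalization (0.0340) and with limma-voom (0.0442), and was 3.2e-05 in the DESeq2 Wald test. ITGA9 (ENSCAFG00000004820) had 75.3 ± 25.8 and 304 ± 233 normalized CPM and a log2 fold change of -2.01 (standard error 0.36, adjusted p = 0.116). LOXL4 (ENSCAFG00000009324) had 2.19 ± 1.70 and 37.8 ± 58.9 normalized CPM, a spread in the comparison group that exceeded its mean, and a log2 fold change of -4.10 (standard error 0.79, adjusted p = 0.235). The LOXL4 log2 fold change ran from -4.30 to -2.95 when each dog was left out in turn. CCDC78 (ENSCAFG00000019621) was lower in every French bulldog than in every comparison dog, with a log2 fold change of -1.58 (standard error 0.33, adjusted p = 0.328), and so was KY (ENSCAFG00000031234), at -2.15 (standard error 0.50, adjusted p = 0.433). STK32B fell below the filter on low counts.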

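The values that the paper gives for BRAT1 match a gene listed without a symbol, ENSCAFG00000016358, although 2 genes came close enough to those values to be candidates. That gene had 25.7 ± 5.06 normalized CPM (SD, n = 11) in French bulldogs and 40.4 ± 7.56 (SD, n = 7) in boxers and Boston terriers, and a log2 fold change of -0.65 (standard error 0.16, adjusted p = 0.433 from edgeR's quasi-likelihood test), with every French bulldog below every comparison dog. The DESeq2 Wald test gave an adjusted p-value of 0.0347 for BRAT1.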

For example, PNKP is a DNA repair gene, and BRAT1 interacts with the tumor suppressor gene BRCA1 [41, 42]. Thus, these genes might directly limit tumor growth by reducing mutagenesis. Other under expressed DEGs might play an indirect role in tumor behavior by enhancing response to immunotherapy or might simply represent breed-specific patterns unrelated to tumor behavior.

Of the 15 pathways that were significantly enriched in French bulldogs compared to boxers and Boston terriers, several are important cell cycle progression pathways with known roles in glioma. An often altered pathway in glioma is the p53 tumor suppressor pathway, which is disabled in nearly 80% of human GBM cases [43]. Two prominent downstream targets, E2F targets and the G2M cell cycle checkpoint, are strong hallmarks of tumor proliferation in human glioma, and were significantly enriched in French bulldogs compared to boxers and Boston terriers [43]. 

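The score of the G2/M phase list was 0.221 ± 0.846 (SD, n = 11) in French bulldogs and -0.348 ± 0.546 (SD, n = 7) in the comparison group over 50 genes, a difference of 0.569 (exact permutation test, two-sided, p = 0.133, adjusted p = 0.769). For the S phase list, 38 genes were scored and the difference was 0.565 (exact p = 0.144, adjusted p = 0.769). Both differences were smaller than the SD between French bulldogs. For each list, 8 of the 11 French bulldogs lay above the mean of the comparison group. With French bulldogs 2 and 8, whose labels share a case number, summed as 1 dog, the difference was 0.498 for the G2/M list (exact permutation test, p = 0.197). For the S phase list it was then 0.479 (p = 0.219 by the same test). Against the 4 comparison dogs of one library series the G2/M difference was 0.740, and against the 3 of the other it was 0.308. In the preranked test, the normalized enrichment score of the G2/M list was 2.61 with all dogs and 2.51 with French bulldog 6 left out.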

G2M arrest is a therapeutic target to inhibit glioma cell growth [44, 45]. These observations validate enrichment of these cell cycle progression pathways as potential drivers of their French bulldog-specific HGO.

In addition to cell cycle regulation pathways, several oncogene pathways were also enriched in French bulldogs compared to boxers and Boston terriers, including KRAS signaling, the mTOR signaling pathway, Myc targets, and IL2-STAT5 signaling. 

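For Myc targets, the mean score was higher in French bulldogs by 0.471 (exact permutation test, two-sided, p = 0.161, adjusted p = 0.769 over the 18 lists), and 8 of the 11 French bulldogs lay above the mean of the comparison group. For mTORC1 signaling, the difference was 0.117 (exact p = 0.462, adjusted p = 0.793). It was -0.0747 against one library series of the comparison group and 0.365 against the other. The IL2-STAT5 score was lower in French bulldogs, with a difference of -0.240 (exact p = 0.253, adjusted p = 0.769). In the preranked test, the normalized enrichment score was 1.68 for Myc targets, 1.09 for mTORC1 signaling and 0.713 for IL2-STAT5 signaling.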

Collectively, these pathways promote cell growth, division, and differentiation [46, 47]. When altered, they act as important oncogenes for nearly all tumor types. Interestingly, previous studies have not demonstrated elevated expression of mTOR in canine glioma cell lines [8]. By comparison, the enrichment of mTOR signaling in French bulldogs disclosed in this study highlights another possible driver of biological differences in the HGO of French bulldogs relative to other breeds. Myc has been observed to be amplified in 78% of canine gliomas [7]. In human glioma, Myc expression correlates with glioma grade [48]. The impact of STAT5 in canine HGO has not been previously identified, but has been named as a potential therapeutic target in canine mastocytoma [49].

The final group of enriched pathways can be categorized as those involved in immune regulation, including TNF-α signaling via NF-kB, interferon gamma response, interferon alpha response, allograft rejection, inflammatory response, and complement. 

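The score for TNF-α signaling via NF-kB was higher in French bulldogs by 0.111 (exact permutation test, two-sided, p = 0.835, adjusted p = 0.884 over the 18 lists), with an SD of 1.02 between French bulldogs. With French bulldog 6 left out, the difference was -0.158. The macrophage and microglia list, used for the inflammatory response, differed by 0.173 (exact p = 0.732, adjusted p = 0.879) with all dogs and by -0.0566 without French bulldog 6. The MHC class II list had the largest difference of the 18 lists, 0.579 (exact p = 0.223, adjusted p = 0.769), and 0.507 without French bulldog 6. For the interferon response the difference was 0.276 (exact p = 0.511, adjusted p = 0.793), and 0.148 without French bulldog 6. With each dog left out in turn, the interferon difference ran from 0.0522 without French bulldog 11 to 0.394 without French bulldog 2. For complement the difference was 0.0201 (exact p = 0.956, adjusted p = 0.956). Of the 21 genes in the T cell and cytotoxic list, used for allograft rejection, only 2 were scored. Whether the others had too few counts or no listed symbol was not separated. The preranked test gave normalized enrichment scores of 2.38 for the macrophage and microglia list, 2.31 for the interferon response, 2.03 for MHC class II and 1.69 for TNF-α signaling, and with French bulldog 6 left out these were 0.872, 1.88, 1.52 and -0.557. From the enrichment of immune pathways, the paper proposes a tumor-immune interaction particular to French bulldog HGO that could affect the outcome of immunotherapy.

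**Figure D4:**
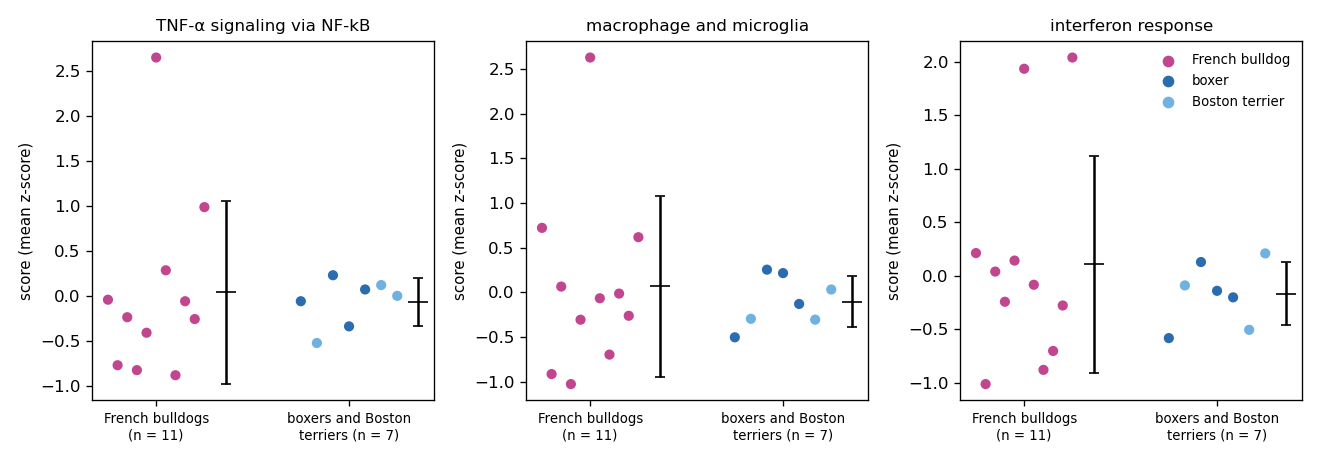
Scores per dog for TNF-α signaling via NF-kB, macrophages and microglia, and the interferon response, each the mean z-score of log2 CPM over the genes of a list, with 1 point per dog and the mean and SD of each group beside the points. The highest dog in the first and second plots is French bulldog 6, at 2.65 and 2.63.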

The inflammatory hallmarks TNF-α signaling via NF-kB, allograft rejection, and complement have been observed to be enriched in human glioma tissue [50, 51]. NF-kB is a prominent transcription factor in glioma transformation, growth, angiogenesis, invasion, survival, and therapeutic resistance [52]. Alteration of the key DNA methylation protein, DNMT3A, leads to increased proliferation and malignancy of human glioma through the TNF-α-NF-kB signaling pathway [53]. Glioma cells secrete IL-8 and CCL2 and induce glioma-associated macrophages (GAMs) to secrete TNF-α, which induces endothelial cell activation to promote tumor survival. TNF-α inhibition prolonged survival in a mouse glioma model [54]. The allograft rejection (AR) pathway has been named as a crucial signaling pathway in both low and high grade human glioma and correlates negatively with prognosis [55].

Enrichment of several prognosticating immune-related pathways in French bulldog HGO is an important finding considering the critical relationship between glioma and the immune system and our immunotherapy-treated patient population. One of the most aggressive and treatment-resistant hallmarks of glioma is the manipulation of both the local and systemic immune system. Within the tumor microenvironment, glioma exhibits an “immunologically cold” phenotype, utilizing mechanisms to exclude T cells from the tumor microenvironment and to tolerize and exhaust any infiltrating T cells [56–59]. Glioma also induces an increase in ratios of immunosuppressive phenotypes of macrophages, microglia, myeloid-derived suppressor cells (MDSCs) and regulatory T cells (Tregs) and alters the expression of receptors, costimulatory molecules and cytokines [60]. Overall, the complex array of tumor-immune interactions creates one of the most challenging barriers to treatment. That a large proportion of the enriched pathways observed in French bulldogs were immune-related suggests that French bulldog HGO results in a breed-specific tumor-immune interaction that may impact outcomes in dogs receiving immunotherapy.

A difficulty in comparing the results generated here to previous studies is the rarity of French bulldogs in previous studies of canine HGO transcriptomes [6–8, 61]. It is likely that at the time of these previous studies, the popularity of the French bulldog had not yet soared. Previously a moderately popular dog breed, its popularity exponentially rose recently over a short period of time, becoming the most popular United States dog breed in 2023 [62]. For each of these DEGs, it is possible that over- or under expression is merely a breed-associated variant that is unrelated to HGO development. Comparing the results of this study to the transcriptomes of normal brain tissue in these breeds would help clarify the biological relevance of the observed DEGs.

In our study, the mean age of French bulldogs was lower than the mean age of boxers and Boston terriers (6.0 years versus 7.4 years, respectively). It is possible that some DEGs observed in French bulldogs are associated with tumor formation at a younger age. Further analysis is needed to determine the relationship between tumor DEGs and patient age. Tumor location differed between French bulldogs and boxers and Boston terriers. Most notably, there were more boxers with tumors in the temporal/piriform lobe than French bulldogs. Spatial transcriptomics would be a valuable method to determine if DEGs are restricted to different cerebral lobes and to evaluate regions or normal versus tumor-infiltrated regions. Sex also differed between groups with a greater proportion of females in the French bulldog group. It was not possible to perform matching for age, tumor location, or sex between groups due to a limited HGO sample biobank for these breeds. Finally, although most of the dogs clustered by breed in the principal component analysis, French bulldog 6 did not cluster with the rest of the samples. No clinical or sample handling differences were detected in this dog compared to the others. However, given that breed was designated based on the dog owners’ declarations, it is always possible that the heritage of a dog is different than disclosed. This is one possible reason that French bulldog 6 appeared as an outlier, although this is entirely suppositional. Upon realizing that French bulldogs were doing poorly when treated with immunotherapy, we eliminated them from future trial enrollment due to this ethical consideration, and this limited the samples available from this breed.

## Conclusions

In summary, this study discloses differential gene expression and pathway enrichment in French bulldog HGO compared to boxers and Boston terriers. These data provide a platform for future studies to further characterize breed-specific HGO transcriptomes and to determine the association between observed DEGs and patient outcome.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional file 1: Complete list of all significant DEGs identified in French bulldogs compared to boxers and Boston terriers (This file contains the composite output of the DESeq2 analysis performed to investigate DEGs of French bulldog HGO samples versus boxer/Boston terrier HGO samples. All DEGs, including both protein-coding and non-protein-coding DEGs, are included. For non-protein-coding DEGs, the gene type is further detailed)

Additional file 2: 3-dimensional principal component analysis (PCA) of included RNASeq samples (This is a PCA plot depicting the variance in the data. French bulldog HGO samples are represented as pink dots. Boxers and Boston terrier HGO samples are represented as blue dots. Breed (French bulldog versus boxers/Boston terriers) accounted for 54% of the variance in the data)

Additional file 3: Heatmap of hierarchically clustered sample-to-sample distances (Hierarchical heatmap depicting the clustering of samples by breed. Most French bulldogs cluster together, and most boxers and Boston terriers cluster together, apart from French bulldog 6 (FBD6))

Additional file 4: Dispersion plot of DESEq2 analysis (This is a dispersion plot of the mean of normalized counts across the data set. For the data, as the mean of the normalized counts increases, the dispersion decreases. The majority of genes fit the curve and decrease with increasing mean)

## Data Availability

The datasets generated and analyzed during the current study are available in the Data Repository for the University of Minnesota (DRUM), https://hdl.handle.net/11299/267779. The datasets generated and analyzed are also available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE284559, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284559.

## Abbreviations

DEG: Differentially expressed gene
GSEA: Gene set enrichment analysis
GB: Glioblastoma
HGG: High-grade glioma
HGO: High-grade oligodendroglioma
HSP: Heat shock protein
MAPK: Map kinase
MDSC: Myeloid derived suppressor cell
MHC: Major histocompatibility complex
OS: Overall survival
PCA: Principal component analysis
PFS: Progression free survival
RNASeq: RNA Sequencing
Treg: Regulatory T cell

# Supplementary material for: Differential gene expression analysis in French bulldog high grade oligodendroglioma: breed-associated differences in tumor and tumor microenvironment gene expression
**Source:** Companion Anim Health Genet. 2025 May 9;12:4. doi: 10.1186/s40575-025-00141-2
**Supplement:** Supplementary file 1 — Additional file 1: Complete list of all significant DEGs identified in French bulldogs compared to boxers and Boston terriers (This file contains the composite output of the DESeq2 analysis performed to investigate DEGs of French bulldog HGO samples versus boxer/Boston terrier HGO samples. All DEGs, including both protein-coding and non-protein-coding DEGs, are included. For non-protein-coding DEGs, the gene type is further detailed)

Additional file 1

Description: Complete list of all significant DEGs identified in French bulldogs compared to boxers and Boston terriers.

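The deposited counts, tested with DESeq2, were matched to the 45 genes of this file by name, mean normalized count and p-value. For 37 genes, the gene listed under the same name had matching values. The other 8 genes, which include DLA88, EMC2 (named HSP90AB1 in Table 2A) and BRAT1, matched a gene under another name or without a symbol. Of the 45 genes, 14 are not in Tables 2A and 2B, and 9 of these were higher and 5 lower in French bulldogs in DESeq2. The adjusted p-values of the 45 genes in DESeq2 ran from 1.1e-09 to 0.0421. In 9 of the 45 genes, 1 French bulldog held at least 30% of the normalized CPM summed over French bulldogs.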

| **Gene** | **baseMean** | **log2FoldChange** | **lfcSE** | **pvalue** | **padj** | **Gene type** |
| --- | --- | --- | --- | --- | --- | --- |
| FGF4 | 14.1 | 6.44 | 0.90 | 5.29E-14 | 1.07E-09 | protein coding |
| DLA88 | 26.40 | 2.67 | 1.56 | 1.39E-06 | 4.70E-03 | protein coding |
| ENSCAFG00000050582 | 9.90 | 1.55 | 0.94 | 3.56E-06 | 9.00E-03 | miRNA |
| ENSCAFG00000057673 | 8.00 | 1.31 | 0.96 | 7.24E-06 | 1.00E-02 | processed pseudogene |
| EMC2 | 49.60 | 0.69 | 0.42 | 3.22E-06 | 9.00E-03 | protein coding |
| ENSCAFG00000049640 | 171.80 | 0.66 | 0.65 | 3.68E-05 | 3.20E-02 | lncRNA |
| ENSCAFG00000021808 | 413.60 | 0.63 | 0.57 | 3.12E-05 | 3.00E-02 | snoRNA |
| ENSCAFG00000026472 | 167.94 | 0.58 | 0.61 | 5.62E-05 | 4.05E-02 | snoRNA |
| SNORD34 | 462.48 | 0.54 | 0.53 | 5.57E-05 | 4.05E-02 | snRNA |
| TOM1L2 | 10.04 | 0.54 | 0.59 | 7.53E-05 | 4.10E-02 | protein coding |
| SCN11A | 1568.37 | 0.50 | 1.20 | 9.60E-05 | 4.63E-02 | protein coding |
| ENSCAFG00000025773 | 119.99 | 0.50 | 0.62 | 1.07E-04 | 4.82E-02 | snoRNA |
| ENSCAFG00000025859 | 330.82 | 0.48 | 0.50 | 9.45E-05 | 4.63E-02 | snoRNA |
| ENSCAFG00000002490 | 405.93 | 0.45 | 0.18 | 1.05E-05 | 1.32E-02 | snoRNA |
| CMPK1 | 528.43 | 0.44 | 0.14 | 6.41E-06 | 1.03E-02 | protein coding |
| ZCRB1 | 488.90 | 0.41 | 0.13 | 1.30E-05 | 1.47E-02 | protein coding |
| ENSCAFG00000027581 | 630.42 | 0.40 | 0.22 | 7.12E-05 | 4.10E-02 | snoRNA |
| POLH | 83.34 | 0.40 | 0.24 | 8.48E-05 | 4.29E-02 | protein coding |
| SNX14 | 740.43 | 0.40 | 0.10 | 4.66E-06 | 1.03E-02 | protein coding |
| PSMB1 | 288.34 | 0.39 | 0.15 | 7.79E-05 | 4.10E-02 | protein coding |
| LMBRD1 | 317.48 | 0.38 | 0.14 | 7.89E-05 | 4.10E-02 | protein coding |
| MAPK6 | 821.43 | 0.36 | 0.11 | 6.39E-05 | 4.10E-02 | protein coding |
| HOXD8 | 38.77 | 0.23 | 1.00 | 1.04E-04 | 4.81E-02 | protein coding |
| PNKP | 190.79 | -0.31 | 0.08 | 4.47E-05 | 3.49E-02 | protein coding |
| BRAT1 | 324.04 | -0.38 | 0.12 | 5.81E-05 | 4.05E-02 | protein coding |
| SLC12A4 | 800.03 | -0.40 | 0.12 | 2.12E-05 | 2.26E-02 | protein coding |
| MBD6 | 438.46 | -0.40 | 0.11 | 5.98E-06 | 1.03E-02 | protein coding |
| ARHGAP31 | 2832.03 | -0.42 | 0.20 | 4.01E-05 | 3.25E-02 | protein codin |
| KLHDC7B | 52.70 | -0.43 | 0.32 | 7.82E-05 | 4.10E-02 | protein coding |
| KAT2B | 3042.61 | -0.44 | 0.16 | 1.13E-05 | 1.35E-02 | protein coding |
| ANGPTL7 | 19.98 | -0.49 | 0.47 | 7.09E-05 | 4.10E-02 | protein coding |
| RPS3A | 133.27 | -0.50 | 0.50 | 7.14E-05 | 4.10E-02 | protein coding |
| TMEM229A | 49.29 | -0.52 | 0.65 | 9.89E-05 | 4.66E-02 | protein coding |
| ENSCAFG00000051210 | 466.31 | -0.61 | 0.93 | 7.44E-05 | 4.10E-02 | lncRNA |
| LOC480492 | 93.60 | -0.68 | 1.02 | 6.00E-05 | 4.05E-02 | protein coding |
| CCDC78 | 121.07 | -0.84 | 0.58 | 5.79E-06 | 1.03E-02 | protein coding |
| ENSCAFG00000058064 | 2.74 | -0.85 | 1.18 | 3.79E-05 | 3.20E-02 | lncRNA |
| ENSCAFG00000053084 | 32.06 | -0.87 | 1.10 | 3.44E-05 | 3.17E-02 | lncRNA |
| HIP1 | 3625.95 | -0.93 | 0.30 | 2.80E-09 | 2.84E-05 | protein coding |
| ENSCAFG00000055638 | 8.91 | -0.95 | 0.97 | 2.33E-05 | 2.36E-02 | lncRNA |
| ENSCAFG00000053379 | 30.30 | -1.02 | 0.47 | 3.62E-07 | 1.47E-03 | lncRNA |
| KY | 52.16 | -1.21 | 0.85 | 6.60E-06 | 1.03E-02 | protein coding |
| STK32B | 16.43 | -1.73 | 2.02 | 1.03E-05 | 1.32E-02 | protein coding |
| ITGA9 | 1691.35 | -1.74 | 0.48 | 9.83E-08 | 4.98E-04 | protein coding |
| LOXL4 | 162.56 | -3.64 | 0.85 | 2.23E-08 | 1.51E-04 | protein coding |

How the deposited data were processed for this re-analysis (not part of the article)

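RNASeq libraries from formalin-fixed, paraffin-embedded high grade oligodendroglioma (HGO) tissue were analysed, 18 in all and each labelled as 1 dog: 11 French bulldogs and a comparison group of 4 boxers and 3 Boston terriers. The labels of French bulldogs 2 and 8 share a case number, and they were counted as 2 dogs except where their sum is named. The authors trimmed the paired-end reads, mapped them to the dog genome and counted them per gene with featureCounts. They deposited raw counts for 29993 genes, listed by Ensembl gene ID and, for 16324 of them, by symbol, without normalization. The strand and multi-mapping settings of the counting are not stated with the data. Gene lengths were not used here, so FPKM values could not be computed. The groups were taken from the sample labels. Which boxer or Boston terrier of Table 1 each comparison library belongs to is not stated, so age, sex and tumor location were not used.

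The totals counted on genes ranged from 8212452 to 13169880 per dog. A level of 3 counts was taken as the smallest that the depth could show. This limit covers counting error only, since reads were not tagged with molecular identifiers as far as the methods state.

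The main test of French bulldogs against boxers and Boston terriers was edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, the filterByExpr filter by group, robust dispersions, no covariate, two-sided p-values and Benjamini-Hochberg adjustment, with 0.05 as the threshold on the adjusted p-value. Log2 fold changes are those of this model, with a standard error taken as the size of the log2 fold change divided by the square root of F. The DESeq2 Wald test (DESeq2 1.42.0), which the paper used, was run as an alternative, with and without apeglm shrinkage (apeglm 1.24.0). The prior scale that apeglm estimated was 0.001, the lowest it allows, and several genes were shrunk to 0 with it. Other alternatives were DESeq2's size factors and upper quartile normalization in edgeR, no filter on low counts, a minimum of 10 counts in every dog, limma-voom (limma 3.58.1), dispersions that are not robust, removal of small non-coding RNAs by symbol, the sum of French bulldogs 2 and 8 as 1 dog, each dog left out in turn, French bulldogs against the boxers, the Boston terriers or each library series of the comparison group alone, 1 surrogate variable (sva 3.50.0), and a block for the number of the dog over the numbers 1 to 7. Boxers were also compared with Boston terriers, and the library series of the comparison group with each other. The effect of the alternatives is given in the closing section.

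Genes named in the text were fixed beforehand as every gene of Tables 2A and 2B, Additional file 1 and Fig. 2B, and the 10 genes with the smallest adjusted p-value among those under 0.05. Genes of Additional file 1 were matched to the deposited counts by name, mean normalized count and DESeq2 p-value. Any other gene named was chosen after its values were seen, and the text says so.

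CPM are counts scaled by the library size. Principal components were computed from centred log2 CPM with a prior count of 2. The share of variance between groups was tested by 100000 permutations of the group labels. Gene lists were scored in each dog as the mean z-score of log2 CPM over the genes of the list, and the difference between groups was tested by an exact permutation test over the 31824 splits of the dogs. The same lists were tested by preranked enrichment with fgsea 1.28.0. The lists of S and G2/M phase genes are those of the Seurat package, and the others were written by hand before the counts were seen. They are shorter than the hallmark sets of the paper, which are not used here. Neighbouring genes and the grouping of genes by chromosome were taken from the RefSeq annotation of the UU_Cfam_GSD_1.0 assembly, which is not the assembly of the paper, and no position is given.

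The fitting code was tested on simulated data, in which 200 genes were changed by a known factor between 11 and 7 dogs. Of the changed genes that passed its filter, the edgeR test recovered 18 of 195 changed 2-fold (9.23%), 174 of 194 changed 4-fold (89.7%) and 197 of 198 changed 8-fold (99.5%), with 2 to 8 false calls. DESeq2, without that filter, recovered 33, 185 and 199 of 200, with 18 to 33 false calls. Results for some items named in the paper are not reported here. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.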

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

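The tests in this part were chosen after the results were seen. In the groups of 7 comparison dogs and 4 boxers, the highest or lowest dog was compared with the others for total counts, shares of counts, gene list scores and the named genes. Of 92 such groups, 8 had a dog whose gap to its nearest neighbor, divided by the range of the group, exceeded Dixon's critical value, where chance alone gives about 1 in 20, or 4.6. Among the 4 boxers, this ratio was 0.909 for KY (the highest was comparison dog 4), 0.834 for PTP4A1 (comparison dog 3) and 0.887 for BRAT1 (comparison dog 5). Among the 7 comparison dogs it was 0.621 for BRAT1 (comparison dog 5), 0.599 for ANGPTL7 and 0.649 for IGF2 (comparison dog 1 in both), 0.672 for COL9A2 (the lowest was comparison dog 3) and 1 for HOXD8, where comparison dog 7 had 1 count and the other 6 had 0. A low library size was weighed as an explanation, since comparison dogs 1, 3 and 5, with 2 of these values each, have the 3 lowest total counts of the 7, while comparison dog 7, with 1, has the highest. Boxers were searched both alone and among the 7 dogs, so they could be counted more often. Over the 5 values found among all 7 dogs, the number per dog had a Spearman correlation of -0.58 with the total count (exact permutation p = 0.200). Over all 8 values it was -0.72 (exact permutation p = 0.0857), part of which the double search of the boxers builds in. A low library size was thus not shown, and the pattern cannot be told apart from it with 7 dogs. No biological explanation was tested, since the design gives no condition within the comparison group other than breed.

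Small non-coding RNAs, which the paper set aside, gave a signal outside the genes it lists. In the DESeq2 Wald test, 11 small RNAs named by symbol and absent from Additional file 1 had an adjusted p-value under 0.05, and all 11 were higher in French bulldogs. They were U2, U4 and U6 spliceosomal RNAs, Y RNAs, SNORD36 and SNORD39, which were named after their values were seen. In the edgeR test on all 18 libraries none of them had an adjusted p-value under 0.05. Under other settings edgeR did call small RNAs named by these symbols, 4 without French bulldog 9 and 5 over the numbers 1 to 7 without the block, a setting chosen after the data were seen. A larger share of small RNA in the French bulldog libraries was weighed, and a difference in the share was not shown (3.83% against 3.45%, exact permutation p = 0.180). With 11 and 7 dogs that test cannot exclude one, and small RNAs without a symbol are not in the share. RNA degradation in fixed tissue and the age of the paraffin blocks were not tested, because neither is given per dog, so no biological reading is offered.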

How the results depend on the processing

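Settings chosen only after the data were seen are named as such below, and the 25 genes followed through all settings were picked from the genes the paper names after their values were seen. The count of DEGs between French bulldogs and the comparison group, 1 with edgeR, and the count of genes of Additional file 1 among them, 1 as well, were not stable. Both were 2 with upper quartile normalization and with limma-voom. Both were 0 with at least 10 counts in every dog (1401 genes at an unadjusted p-value under 0.05), with French bulldogs 2 and 8 summed as 1 dog (1585), against the 4 boxers only (1226), against either library series of the comparison group (849 and 767) and with 1 surrogate variable (1194). With a block for the number of the dog over the numbers 1 to 7, both were also 0 (967), against 5 DEGs and 0 genes of Additional file 1 without the block on the same dogs. FGF4 had 0 counts in all 7 comparison dogs, so the minimum of 10 counts in every dog removed it before testing. The 0 of that setting therefore says nothing about the stability of FGF4. The DESeq2 Wald test, with or without apeglm shrinkage, gave 58 DEGs, with 45 genes of Additional file 1 among them. When each dog was left out in turn, the counts ran from 0 to 7 and from 0 to 3. Against the 3 Boston terriers only, both counts were 1, but the gene was ITGA9 and not FGF4. With DESeq2's size factors in edgeR, no filter on low counts, dispersions that are not robust and small non-coding RNAs removed by symbol, both stayed at 1, with FGF4. The count of listed genes over the list alone, 37, stayed between 25 and 45.

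Chosen after the data were seen, DESeq2 after removing small non-coding RNAs by symbol gave 44 DEGs, of which 44 were in Additional file 1. DESeq2 with French bulldog 6 left out gave 62, of which 35 were, and DESeq2 with French bulldogs 2 and 8 summed gave 32, of which 27 were. Small RNAs without a symbol stayed in after the removal by symbol. ENSCAFG00000021808 and ENSCAFG00000025773, typed as snoRNAs in Additional file 1, were still among the 44.

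Boxers against Boston terriers gave 0 DEGs with edgeR (1036 genes at an unadjusted p-value under 0.05) and 39 with DESeq2. The library series of the comparison group gave 0 with edgeR (722) and 13 with DESeq2. Each stayed at 0 when any dog was left out.

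The share of variance between groups stayed between 7.09% and 9.87%, with no permutation p-value under 0.05 in any setting run. The share on the first component, 40.8%, was 34.3% with all genes, 54.4% with the 500 most variable genes and 28.0% with scaled genes, and ran from 31.5% to 44.3% when each dog was left out. The ratio of the distance of French bulldog 6 to the median, 2.25, was 2.69 with the 500 most variable genes and 3.23 with 1 minus the Pearson correlation. The correlation of dispersion with the mean, -0.37, was -0.20 with DESeq2.

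The number of gene lists with an adjusted p-value under 0.05, 0 by permutation of dogs (0 also at an unadjusted p-value under 0.05), was 8 with fgsea and 3 with fgsea without French bulldog 6, a setting chosen after the data were seen. Signs changed for some lists. Against the library series with 4 dogs, the differences were -0.0747 for complement and -0.0747 for mTORC1 signaling. By fgsea the normalized enrichment scores were 0.713 for IL2-STAT5, 1.46 for myelin and 0.874 for neuron markers, and without French bulldog 6 they were -0.740 for complement, 1.62 for myelin, 1.02 for neuron markers, -0.780 for T cells and -0.557 for TNF-α signaling. With each dog left out, the difference ran from -0.114 to 0.102 for complement, -0.0115 to 0.199 for IL-6/JAK/STAT3, -0.0566 to 0.285 for macrophages and microglia, -0.417 to 0.0744 for myelin markers and -0.158 to 0.203 for TNF-α signaling.

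The sign of the ANGPTL7 log2 fold change, 2.93 with edgeR, reversed to -1.55 with DESeq2, -1.45 with limma-voom, -1.13 with 1 surrogate variable and -2.52 with the block over the numbers 1 to 7, while DESeq2 with apeglm shrinkage gave 2.89. With settings chosen after the data were seen, it was -3.14 on the same dogs without the block, -1.56 with DESeq2 after removing small non-coding RNAs by symbol, -1.43 without French bulldog 6 and -1.49 with French bulldogs 2 and 8 summed. It ran from -3.00 to 4.16 when each dog was left out, the negative value without French bulldog 11. IGF2 ran from -0.91 to 9.62, the negative value without French bulldog 1. Over these 25 genes and all settings, 711 of 826 values kept their direction and side of the threshold, 87 were stronger, 18 weaker and 10 reversed. Apart from ANGPTL7, IGF2 and the leaving out of French bulldogs 11 and 1, the cause of these changes was not tested. Log2 FPKM values were not run, since gene lengths were not used here.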

Differences from the paper's values

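Settings chosen only after the values were seen are the DESeq2 fits without some dogs or RNAs and most of the shrinkage settings below. The number of differentially expressed genes was 1 with edgeR's quasi-likelihood test against the paper's 45. Of the alternatives set before the data were examined, the DESeq2 Wald test, with or without apeglm shrinkage, gave 58 and lay within 1.5 times the paper's count, and none of the others did. Of the paper's 14 overexpressed coding genes, 1 had an adjusted p-value under 0.05, and of its 17 under expressed coding genes, 0 had one, while the unadjusted p-value was under 0.05 for 37 of the 38 listed genes tested. DESeq2 gave an adjusted p-value under 0.05 for 14 and 17 of them in the paper's direction, and with apeglm shrinkage 14 and 16. HIP1 also passed the threshold with upper quartile normalization, with limma-voom and without French bulldog 6, 9 or 10, and ITGA9 passed it against the Boston terriers alone and without comparison dog 5. DESeq2 after removing small non-coding RNAs by symbol, without French bulldog 6 or with French bulldogs 2 and 8 summed, settings chosen after the data were seen, gave 44, 35 and 27 of the listed genes.

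The share of variance between the groups was 7.83% against the paper's 55%, and none of the alternatives set before the data were examined closed the gap. With the 500 most variable genes, 8.21% lay between the groups, while the first component held 54.4% of the variance. The paper's share came from log2 FPKM values, which could not be computed. A gene's length is the same in every dog, so it drops out of centred log2 values, apart from the effect of any constant added before the log. Missing lengths are therefore not offered as the reason for the gap. Whether the paper's 55% is the share of a component or the share between groups was not settled.

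Of 26 genes of Tables 2A and 2B whose log2 fold changes could be compared, 25 had the paper's direction and 21 differed by more than the larger standard error. Against the paper's values, the log2 fold changes here were 1.25 against the paper's 0.69 for HSP90AB1, 4.81 against 0.50 for SCN11A, 0.87 against 0.45 for PTP4A1, 0.73 against 0.44 for CMPK1, 0.65 against 0.41 for ZCRB1, 1.04 against 0.40 for POLH, 0.76 against 0.39 for PSMB1, 0.66 against 0.38 for LMBRD1 and 0.51 against 0.36 for MAPK6. For genes lower in French bulldogs they were -0.65 against the paper's -0.38 for BRAT1, -0.67 against -0.40 for SLC12A4, -0.61 against -0.40 for MBD6, -0.97 against -0.42 for ARHGAP31, -1.27 against -0.43 for KLHDC7B, -0.86 against -0.44 for KAT2B, -1.63 against -0.50 for RPS3A, -2.11 against -0.52 for TMEM229A, -3.13 against -0.68 for LOC480492, -1.58 against -0.84 for CCDC78 and -2.15 against -1.21 for KY. For ANGPTL7 the sign differed, 2.93 against the paper's -0.49.

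None of the alternatives set before the data were examined closed the gap for ARHGAP31, KAT2B, KLHDC7B, POLH and PSMB1. The error meant below is the larger of the paper's standard error and that of the alternative fit itself. A fit with fewer dogs can therefore come within it through a larger error, without a value near the paper's. Taking only the comparison dogs of the library series with 4 dogs brought HSP90AB1, PTP4A1, CMPK1, ZCRB1, LMBRD1, MBD6, MAPK6 and KY within the error. Taking only the Boston terriers did so for BRAT1, SLC12A4, ZCRB1, MBD6 and MAPK6, and only the library series with 3 dogs for LOC480492. The block over the numbers 1 to 7 did so for LMBRD1, ZCRB1, MBD6 and MAPK6, limma-voom for SCN11A and ANGPTL7, and 1 surrogate variable for ANGPTL7, CCDC78 and KY. With apeglm shrinkage, which the paper's methods name, CCDC78, MAPK6, LOC480492, RPS3A and TMEM229A came within the error, the last 3 at values shrunk to 0. KY did so against the boxers alone and without French bulldog 6 or comparison dog 6. MAPK6 did so with a minimum of 10 counts in every dog, with French bulldogs 2 and 8 summed and without French bulldog 8 or 9 or comparison dog 1, 5 or 7. Shrinkage with apeglm or with a normal prior at minimum totals of 1, 10, 50 or 100 counts, most of it chosen after the values were seen, put 9 or 10 of the 26 genes within the error. The unshrunken DESeq2 value was larger in size than the paper's for all 26 genes, with the paper's direction in all 26.

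DLA88, TOM1L2, HOXD8 and STK32B, which the paper lists as differentially expressed, did not pass the filter on low counts. Without that filter their log2 fold changes were 4.04, 1.82, 7.96 and -4.65, each with an adjusted p-value of 0.420 in edgeR, where HOXD8 had at most 1 count in any comparison dog. The values that the paper gives for TOM1L2 match a gene listed without a symbol, ENSCAFG00000059239. The gene listed under the symbol TOM1L2, ENSCAFG00000018424, passed the filter and went the other way. Its log2 fold change was -0.35 (standard error 0.27, adjusted p = 0.651 from edgeR).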

Other observations

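Tests of library series, library size, 1 tumor behind French bulldogs 2 and 8, and the size, leading genes and cell mix of French bulldog 6, and the counts over other splits with edgeR, were set before the results were seen. All other tests in this part were chosen afterwards.

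French bulldog 6 lay away from the other samples. Its total of 11.9 M counts was not the lowest, and its 20 highest genes took 42.2% of its counts, which was not the highest share. Of 6 cell marker scores tested, 5 lay outside the range of the other 17 dogs, so another mix of cells remains as an explanation. All 7 listed genes of the oligodendrocyte lineage list had their lowest count of the 18 dogs in French bulldog 6, among them OLIG1 with 4 counts (at least 3125 in the others) and PDGFRA with 406 (at least 2082). Of the 7 astrocyte genes, 5 had their lowest count there, with 30 for GFAP against at least 1187. Of 21 macrophage and microglia genes, 18 had their highest count there, and so had all 7 MHC class II genes found, with 32687 for CD74 against at most 2769. CX3CR1 went the other way, with 24 counts against at least 118. These genes were picked from the lists after their values were seen. A candidate explanation is that this library holds little RNA from glial tumor cells and much from cells of the macrophage lineage, whether from the block sampled or from a tumor of another kind. The counts cannot tell these apart, and histology was not analysed here. The paper raises a heritage other than declared as a possible reason. A boxer or Boston terrier under a French bulldog label was tested with FGF4, which had 26 counts in French bulldog 6 and 0 in all 7 comparison dogs, so that explanation was dropped, while other breeds were not tested.

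The first principal component and the immune gene lists may rest on French bulldog 6. Without it the first component held 31.5% of the variance, the lowest of the 18 fits that each left out 1 dog. In the preranked test without it, the adjusted p-value of the macrophage and microglia list was 0.892 and that of the TNF-α list was 0.981, and that of the MHC class II list, with a normalized enrichment score still at 1.52, was 0.125, while the G2/M, S phase and interferon lists remained under 0.05, the interferon list at 0.00723.

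French bulldogs 2 and 8 share a case number in the labels, and Table 1 gives them the same age, sex and lobe. Their deviations from the French bulldog mean had a correlation of 0.865, the highest of the 55 pairs, against 0.638 for the next pair. Medians of expression per chromosome, over 37 chromosomes, had a correlation of 0.982 for the pair, again the highest of the 55, and 0.771 for the next pair. Chi-square per degree of freedom between their counts was 9.14, above counting noise, so they are not 1 library deposited again. This is consistent with 2 samples of 1 tumor, in which case the French bulldog group would hold 10 independent tumors.

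The DEG count may depend on the grouping of dogs and on the test. With edgeR, 1 of 100 splits of the 18 dogs into 11 and 7 gave as many DEGs, the real split, and 99 gave none. The real count at an unadjusted p-value under 0.05 was reached by 7 of the 100. With DESeq2, 7 of the 100 splits gave 58 or more DEGs, the real one included, with a median of 0.5 and at most 199, so the DESeq2 count cannot be told apart from one that arises by chance. Extreme counts of 1 French bulldog were weighed for the listed genes called by DESeq2 and not by edgeR. In 9 of the 45 listed genes 1 French bulldog held at least 30% of the normalized CPM summed over French bulldogs, and for these it could not be told. Of these 9, DLA88, SCN11A and HOXD8 were called higher by DESeq2. The rest were called lower, and 1 high French bulldog would work against such a call unless DESeq2 replaced its count. For ANGPTL7 the log2 fold change was 2.93 in edgeR, -3.00 in edgeR without French bulldog 11 and -1.55 in DESeq2. That dog thus set its sign in edgeR. Its smallest adjusted p-value in edgeR with any 1 dog left out was 0.212, so the extreme count does not by itself account for the missing edgeR call. The other 36 had no such French bulldog, among them HIP1, BRAT1, CCDC78 and KY, where all 11 French bulldogs lay below every comparison dog. Extreme counts of comparison dogs were not weighed here. LOXL4, one of the 36, had 37.8 ± 58.9 normalized CPM (SD, n = 7) in the comparison group. A difference in library size between the groups was not shown (exact permutation p = 0.435 for the mean totals). With 11 and 7 dogs and median totals of 11.8 M and 9.99 M, that test cannot exclude one as an explanation. No library series is known to hold libraries of both groups, so an effect of library series cannot be told apart from breed. Between the 2 series of the comparison dogs, a comparison of signs shows no stability either, since the 0 of 41 listed genes that changed sign between the series were listed for a difference from the same dogs. Boxers against Boston terriers gave 0 DEGs, as did the library series, a count that 35 of 35 splits of the 7 dogs reach by definition. Of the 35 splits, 8 gave at least the 1036 genes at an unadjusted p-value under 0.05 of the breeds, and 15 at least the 722 of the library series, the real split included.

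FGF4 was the only gene under the threshold with edgeR, and a gain of the whole region could raise it. In the RefSeq annotation of the UU_Cfam_GSD_1.0 assembly, 5 neighbors of FGF4 could be tested, and their median log2 fold change was 0.17, so they did not move together. CCND1 was the highest at 1.87 and TPCN2 was 0.04. FGF3 and FGF19, also neighbors, had too few counts to be tested. The counts leave expression from a retrogene elsewhere in the genome untested.

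SNX14, LMBRD1, POLH and PSMB1, all higher in French bulldogs, lie on 1 chromosome in that annotation. A shift of the whole chromosome could raise them together. The median of the other 336 genes of the chromosome was higher by 0.18 in French bulldogs, with 9 of 11 above the comparison mean (exact permutation p = 0.161). Whether the chromosome as a whole shifted cannot be told, since it was chosen for these genes. Such a shift would account for the smaller part of each gene's difference, which was 0.54 for SNX14, 0.65 for LMBRD1, 0.94 for POLH and 0.74 for PSMB1 before the chromosome median was subtracted and 0.36, 0.47, 0.76 and 0.56 after. Over the 37 chromosomes, the smallest adjusted p-value for a shift was 0.651, with 2 chromosomes under 0.05 without adjustment.

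Next to LOXL4 in the same annotation, HPS1 had a log2 fold change of -1.26 (standard error 0.33) and PYROXD2 of -1.44 (standard error 0.51), each with an adjusted p-value of 0.433 from edgeR. The other 6 neighbors tested ran in both directions, at -1.23 for CRTAC1, -0.63 for CNNM1, -0.12 for GOT1, -0.09 for ZFYVE27, 0.05 for SFRP5 and 0.39 for R3HCC1L. All were looked up after the values were seen, and LOXL4 is given because HPS1 and PYROXD2 stood out. The neighbors of ITGA9, HIP1, KY, ARHGAP31, MBD6, PTP4A1, SNX14 and CCDC78 were looked at too, without a test that is given here. The cause was not tested.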
